A study of Rattus norvegicus with 4 samples. Its data were reported in "Runx2 drives Schwann cells repair phenotype switch through chromatin remodeling and Sox2 activation after nerve injury" (2025).

How the data were processed

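Schwann cells, the glia that wrap peripheral axons, were isolated from sciatic nerves of Sprague-Dawley rats aged 3 to 5 days. They were transduced at a multiplicity of infection of 200, for 72 h, with an adenovirus carrying Runx2, a transcription factor best known from bone formation (Runx2-OE group), or with an adenovirus for the fluorescent protein EGFP (EGFP group). The Runx2 adenovirus also carried a green fluorescent protein gene as a reporter, and the EGFP adenovirus was its vector control. RNA was amplified with the SMART-Seq HT kit, which primes on the poly(A) tail and copies full-length cDNA. Libraries were sequenced as paired-end reads of 150 bases. Groups and replicate numbers were taken from the sample titles, which gave 2 libraries per group, numbered 2 and 3 in both.

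According to the methods and the submitters' processing notes, reads were aligned to the rat build Rnor_6.0 with HISAT2 2.0.4 and converted to FPKM. The program that assigned reads to genes and the annotation release are not given in the sources used here. The files deposited by the authors hold 1 FPKM value per gene and library, a fragment count divided by the length of the transcript and by the size of the library. FPKM scales each library by its total, so a gene can rise because abundant genes fell. It divides by transcript length, which leaves comparisons of 1 gene between libraries unaffected. The multiplication of cDNA by PCR, without molecular identifiers, means that reads are not independent molecules.

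The files identify genes by Ensembl rat gene IDs alone and do not pair them with symbols. The gene table used here matched 0 of these IDs, so none was given a name. The levels of Runx2, Sox2, the myelin genes and 26 gene lists fixed in advance (Schwann cell programmes, signalling pathways, quality signs and markers of other cell types) were therefore not analysed here, and neither were coordinates. The check of the labels through the Runx2 level was also not made. The rule for named genes, fixed at the same time, was reduced to its part that needs no symbols. It took genes called different with a mean FPKM of at least 5, in which both Runx2-OE libraries lay on the same side of both EGFP libraries, ordered by log2 fold change. The 10 at each end are summarised, and 2 at each end are given by ID. The exclusion of Runx2 and of unnamed transcripts from that ranking was not applied.

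The depth of each library is unknown in absolute terms. Its relative value was read from low FPKM values. For genes under 0.5 FPKM in a pair of libraries, the ratio of the 2 values was compared with ratios of whole numbers up to 10, times 1 constant per pair. Between 88.2% and 90.9% of the ratios fell within 0.2% of such a value, against 4.64% to 10.6% with the constant shifted at random, so the FPKM values came from whole read counts. The constant is the ratio of the library sizes by which the counts were divided, taken here as the ratio of the depths. In 2292 of 2723 genes above 0 in every library and with a mean FPKM under 2, whole counts fitted all 4 values, and the smallest such counts were taken. In these genes 1 read of Runx2-OE replicate 2 was worth a median of 0.0691 FPKM (quartiles 0.0450 and 0.117), so that 1 FPKM stood for about 14.5 reads (quartiles 8.57 and 22.2). A count of 0 allows up to 3 reads, or 0.207 FPKM at the median. These limits cover counting error only.

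Genes with a mean FPKM of at least 1 over the 4 libraries were tested. Values were transformed as log2(FPKM + 1), and Runx2-OE was compared with EGFP by limma 3.58.1 in R 4.3.3 (moderated test with a mean-variance trend, two-sided, no covariate). A gene was called where the Benjamini-Hochberg adjusted p was under 0.05. Genes were also counted at the thresholds stated in the study's methods, an unadjusted p under 0.05 and an absolute log2 fold change over 1. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. The design fixed before the data were examined had named this test for the case that the files hold FPKM. Errors of fold changes are limma's standard errors, and group values are means ± SD with n = 2. The labels do not say whether the libraries of a group came from separate cultures or animals, so the p-values measure the spread between these libraries, which may be technical. A single value compared between 2 and 2 libraries cannot reach an exact permutation p under 0.333.

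The test was checked on 20 rounds of simulated libraries with the real means of the 11801 genes of this comparison and variances drawn from limma's prior. In each round 100 genes were changed 2-fold and 100 genes 4-fold. It recovered 1.00% of the 2-fold and 51.8% of the 4-fold changes, and 5.12% of its calls were false. The noise came from limma's own fitted prior, so a false share near the adjusted p threshold was close to built in. The adjustment is stricter when fewer genes change, and the real comparison called 2049 genes. The recovered shares therefore do not describe how many changes of these sizes the real comparison could find. A first version of the simulation, with limma's posterior variance of each gene as the noise, had given 10.4% false calls, with 28.2% and 90.5% of the changes recovered, and the noise was changed after that was seen. Alternatives set in advance were a pseudocount of 0.1, no filter on low FPKM, the replicate number as a block, and leaving out each library. Added after seeing the data were centring each library on its median, quantile normalization, a mean FPKM of at least 5, and limma without the trend. Depth was computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9.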

Results

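Smart-seq mRNA sequencing covered 2 Runx2-OE and 2 EGFP libraries of primary rat Schwann cells. Each library listed 30957 genes, of which 16870 were above 0 FPKM in at least 1 library and 11801 had a mean FPKM of at least 1 and were tested. Genes above 0 numbered 14939 ± 50.9 in the Runx2-OE group and 14616 ± 235 in the EGFP group (SD, n = 2). Genes at 1 FPKM or more numbered 11753 ± 263 and 11444 ± 91.2, respectively. The shallowest library was Runx2-OE replicate 2. Relative to it, Runx2-OE replicate 3 was 10.1% deeper, EGFP replicate 2 was 13.0% deeper and EGFP replicate 3 was 17.3% deeper. The larger numbers of detected genes in the Runx2-OE group were thus found at lower depth. The 10 most abundant genes of a library held 8.30% ± 0.200 of the total FPKM in Runx2-OE SCs and 9.81% ± 0.440 in EGFP SCs (SD, n = 2). The groups did not overlap in these 3 measures, but 2 against 2 libraries give no exact permutation p under 0.333.

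The first comparison addressed whether the transcriptome separated by the virus the cells received. Libraries of the same group resembled each other more than libraries of different groups. Across the genes tested, Pearson's r of log2(FPKM + 1) was 0.977 between the EGFP replicates and 0.966 between the Runx2-OE replicates, and it lay between 0.868 and 0.903 in the 4 pairs across groups. These correlations run across genes, which are not independent replicates. Between the EGFP replicates 404 genes (3.42%) differed by more than 2-fold, and between the Runx2-OE replicates 813 genes (6.89%) did. Across groups 2107 to 3155 genes (17.9% to 26.7%) differed by that much. On the first principal component, which held 78.7% of the variance, the EGFP replicates lay at 50.9 and 50.4, Runx2-OE replicate 2 at -39.5 and Runx2-OE replicate 3 at -61.8. Both pairs that included Runx2-OE replicate 3 gave more genes over 2-fold than both that included replicate 2.

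**Figure D1:**
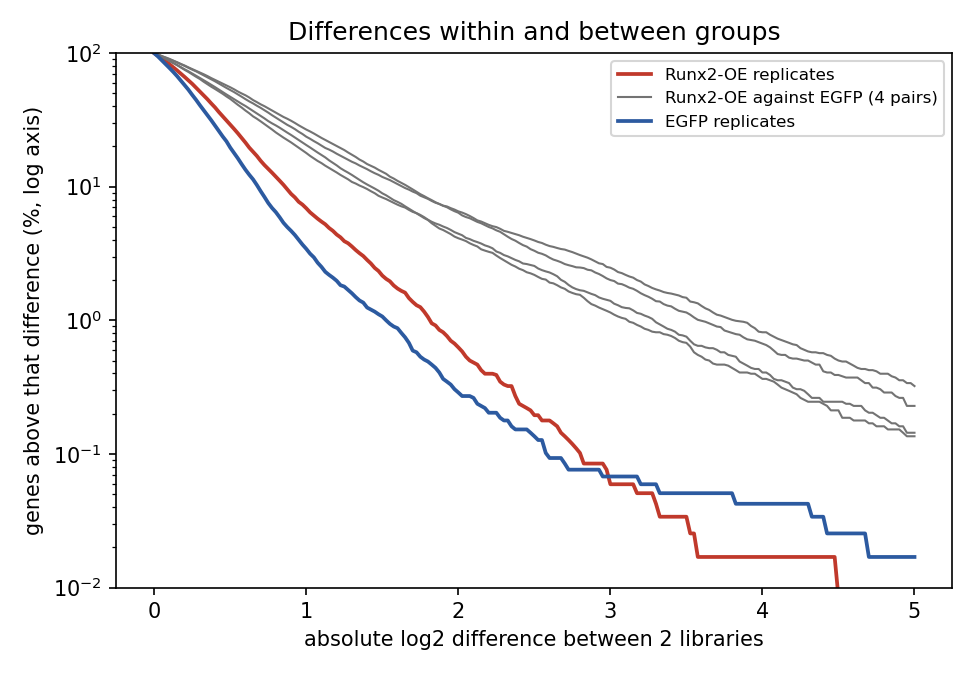
Percent of the 11801 genes tested (vertical, log axis) whose log2(FPKM + 1) differed between 2 libraries by more than the value on the horizontal axis, for each of the 6 pairs. At 1 on the horizontal axis, a 2-fold difference, the replicate pairs stand at 3.42% and 6.89% and the 4 pairs across groups at 17.9% to 26.7%.

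The second comparison asked which genes changed after Runx2 overexpression and in which direction. In Runx2-OE SCs 1147 genes were higher and 902 were lower than in EGFP SCs, together 17.4% of the genes tested (limma, Benjamini-Hochberg adjusted p under 0.05). At the study's thresholds, without adjustment, 1221 genes were higher and 990 were lower. With a pseudocount of 0.1 these numbers were 1567 and 1077. Their order turned with the libraries centred on their medians (964 and 1130) and with quantile normalization (949 and 1110), both chosen after seeing the data. The genes called higher rose by a median of 1.29 on the log2 scale (quartiles 1.08 and 1.64), with a median standard error of 0.26. The genes called lower had a median log2 fold change of -1.76 (quartiles -2.52 and -1.29), with a median standard error of 0.28. In all 2049 called genes both Runx2-OE libraries lay on the same side of both EGFP libraries, which was close to fixed by the call itself. This was so in 65.1% of all genes tested, where chance gives 33.3% for a single gene. Genes are not independent, and the median log2 fold change of 0.17 over all genes tested can add to that share. The excess was therefore not tested.

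Which direction held more genes depended on the scaling, the filter and the libraries used. The median log2 fold change of all genes tested was 0.17, and 56.0% of the calls were higher. With each library centred on its median log2 value, an alternative chosen after seeing the data, every log2 fold change was 0.11 lower, their median was 0.07, 886 genes were called higher and 1093 lower, and 44.8% of the calls were higher. Without a filter on low FPKM 523 genes were higher and 584 lower. The number of calls also depended on which library was left out. It fell to 179 higher and 355 lower without EGFP replicate 2, to 310 and 468 without Runx2-OE replicate 3, and to 387 and 393 without EGFP replicate 3, each with 1 arm of a single library assumed to vary like the other. Without Runx2-OE replicate 2, which also left 1 arm with a single library, the total fell less, but more genes were called lower than higher.

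Large changes were mostly decreases. More than 4-fold changes numbered 151 higher and 373 lower, more than 8-fold changes 44 and 128, and more than 16-fold changes 14 and 33. The excess of decreases over 4-fold was present in each range of expression. Among genes with a mean FPKM of 1 to 5, 60 rose and 92 fell by more than 4-fold, among those of 5 to 20 the numbers were 61 and 133, among those of 20 to 100 they were 22 and 101, and among those of 100 or more they were 8 and 47. With a pseudocount of 0.1 the changes over 4-fold numbered 294 higher and 476 lower, and decreases were the more frequent in all 11 alternatives run. Counted at any size, genes called higher outnumbered those called lower in the 3 ranges below 100 FPKM (347 against 281, 431 against 267 and 287 against 239), and genes called lower outnumbered them at 100 FPKM or more (115 against 82). With the libraries centred, decreases outnumbered increases at 1 to 5 FPKM (348 against 297), at 20 to 100 (280 against 192) and at 100 or more (120 against 45), while 352 genes were higher and 345 lower at 5 to 20 FPKM.

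**Figure D2:**
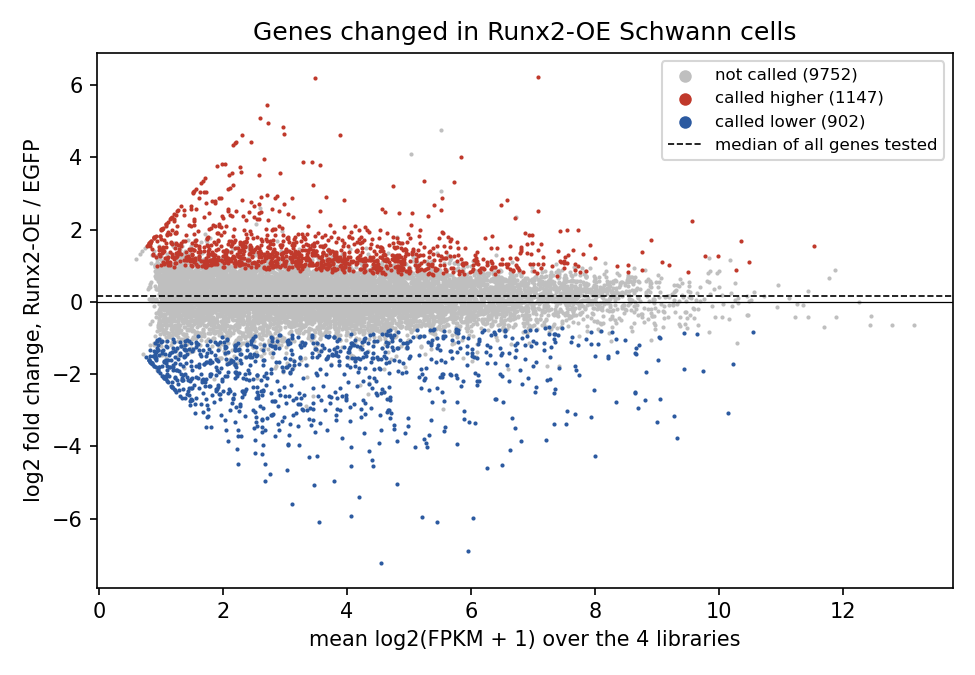
Log2 fold change of Runx2-OE over EGFP (vertical) against the mean log2(FPKM + 1) of the 4 libraries (horizontal) for the 11801 genes tested, 1 point per gene, with the 1147 genes called higher in red, the 902 called lower in blue and the others in grey. The dashed line marks the median fold change of 0.17, and called genes beyond 4-fold lie more often below (373) than above (151).

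The genes called lower made up 14.2% ± 0.835 of the total FPKM in EGFP SCs and 3.78% ± 0.842 in Runx2-OE SCs (SD, n = 2). The genes called higher made up 4.14% ± 0.186 in EGFP SCs and 10.8% ± 0.0407 in Runx2-OE SCs. These genes were chosen by the difference itself, so the shares describe its size and are not tested.

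The 10 genes with the largest increases rose by 4.43 to 6.21 on the log2(FPKM + 1) scale, and 3 of them were listed at 0 in both EGFP libraries, where the fitted change depends on the pseudocount. Their median level was 0.262 FPKM in EGFP SCs and 40.4 FPKM in Runx2-OE SCs. Runx2 was not left out of this ranking and the IDs have no symbols here. One of these genes may therefore be Runx2 itself, with reads of the viral insert counted. ENSRNOG00000020193 and ENSRNOG00000016838 led on this scale, and their order turned in 3 of the 11 alternatives. ENSRNOG00000020193 rose from 14.9 ± 1.82 to 1173 ± 41.8 FPKM (SD, n = 2). Its log2 fold change was 6.21 ± 0.20 (SE; limma, Benjamini-Hochberg adjusted p = 0.00013), and its level in the Runx2-OE libraries was 1202 and 1143 FPKM. ENSRNOG00000016838 stood at 0.329 ± 0.207 FPKM in EGFP SCs and 95.2 ± 10.5 FPKM in Runx2-OE SCs, with a log2 fold change of 6.18 ± 0.25 (SE; limma, Benjamini-Hochberg adjusted p = 0.00025). With a pseudocount of 0.1 its log2 fold change was 7.88, against 6.30 for ENSRNOG00000020193.

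The 10 genes with the largest decreases fell by 5.06 to 7.23 on the log2(FPKM + 1) scale, which ranks only genes with a high level in the control cells this far down. Their median level was 210.2 FPKM in EGFP SCs and 1.49 FPKM in Runx2-OE SCs. ENSRNOG00000004649 stood at 287 ± 36.3 FPKM in EGFP SCs (SD, n = 2) and a mean of 1.08 FPKM in Runx2-OE SCs, with a log2 fold change of -7.23 ± 0.41 (SE; limma, Benjamini-Hochberg adjusted p = 0.00074). Its values in the Runx2-OE libraries, 1.93 and 0.234 FPKM, differed from each other more than those of the other 3 genes given by ID did on the log scale in that group, and with a pseudocount of 0.1 its log2 fold change was -8.44. ENSRNOG00000014835 stood at 677 ± 83.8 FPKM in EGFP SCs and 4.73 ± 0.747 FPKM in Runx2-OE SCs, with a log2 fold change of -6.89 ± 0.22 (SE; limma, Benjamini-Hochberg adjusted p = 0.00013).

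**Figure D3:**
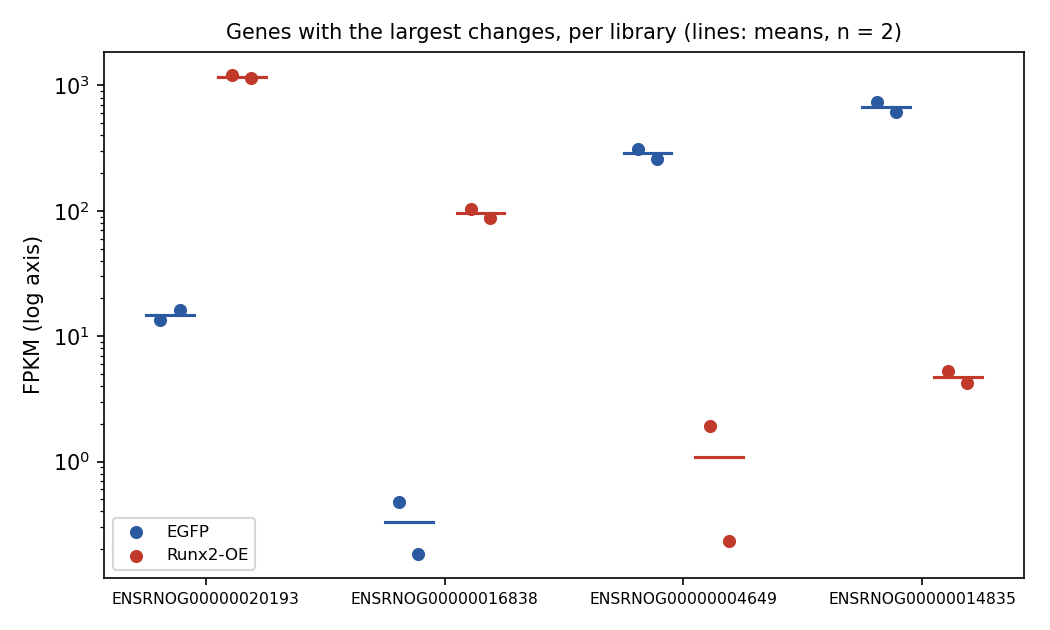
FPKM (vertical, log axis) of the 2 genes with the largest increases and the 2 with the largest decreases on the log2(FPKM + 1) scale, with 1 point per library (replicate 2 left, replicate 3 right) and a line at each group's mean (n = 2). The 4 genes were chosen among those in which the EGFP and Runx2-OE libraries do not overlap.

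Some genes were listed at 0 throughout 1 group. In 79 genes both EGFP libraries were at 0 and both Runx2-OE libraries at 1 FPKM or more, and in 66 genes the reverse was found. The other ways of splitting the 4 libraries into 2 and 2 gave at most 27 such genes in 1 direction. At 5 FPKM or more, 12 genes were listed at 0 in EGFP SCs alone and 3 in Runx2-OE SCs alone, and other splits gave at most 1. Of the 79 and 66 genes, 43 and 36 were called by limma. The highest group means among them were 42.3 FPKM in Runx2-OE SCs and 22.9 FPKM in EGFP SCs. Both EGFP libraries were deeper than both Runx2-OE libraries, and a 0 does not exclude a level below about 0.207 FPKM. In 3 genes a library was listed at 0 while its replicate stood at 20 FPKM or more, so a 0 does not always repeat.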

Values the study reported

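The study reported 2662 differentially expressed genes in SCs overexpressing Runx2, with 1317 of them upregulated and 1345 downregulated. Those genes were found with edgeR and not with the limma test, the transformation and the filter on low FPKM used here. The numbers are thus not a like-for-like comparison. The study had more genes down than up, while the order found here depended on the scaling.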

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

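Centring, quantile normalization, the minimum of 5 FPKM and the fit without a mean-variance trend were chosen after seeing the data. In none of the 11 alternatives run was a called gene called in the opposite direction, and the 4 genes given by ID stayed past the threshold in all 11 (limma, Benjamini-Hochberg adjusted p 2.7e-05 to 0.014). This outcome was close to fixed. All alternatives reuse the same libraries, and every called gene had the groups apart, with an absolute log2 fold change of at least 0.70. The 4 genes were also chosen for the largest changes. The numbers of calls moved more. Without a filter on low FPKM, 523 genes were higher and 584 lower among 16870 tested, and the cause was not tested. Leaving out each library in turn gave 179 to 906 higher and 355 to 1061 lower, with fewer samples in the fit. At the study's thresholds a mean FPKM of at least 5 left 762 higher and 643 lower among the 8125 genes then tested. Between 24.9% (without EGFP replicate 2) and 91.0% (no trend) of the 2049 calls were kept. The share of calls that were higher was 44.8% after centring, 46.2% after quantile normalization, 47.2% without the filter and 33.5% to 49.6% with 1 library left out. In the remaining alternatives the share was 54.5% with a pseudocount of 0.1, 57.2% with the replicate number as a block, 56.2% with a mean FPKM of at least 5 and 56.3% without the trend. With the replicate number as a block, 1118 genes were higher and 837 lower. Replicate differences had a correlation of -0.03 between the groups across genes, so no shared effect of the replicate number was seen. Whether samples with the same number came from the same culture or batch stays unknown. The alternatives set in advance that need counts (other normalizations, count-based tools, a robust fit, count filters) and the gene list tests were not run. Depth limits low genes most, since 1 FPKM stood for about 14.5 reads.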

Other observations

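The test on the genes lower at least 8-fold and that on the 100 most abundant genes were set before their results were seen, and all others in this part were chosen after. For the position of Runx2-OE replicate 2, earlier forms of the tests were run first and replaced. In these, replicate 2 was nearer to EGFP in 62.5% of the genes called higher, 75.1% of those called lower and 74.1% of the called genes with a mean FPKM of 20 or more, all with replicate 3 among the libraries that chose the genes. A form free of that choice compared the median difference between the replicates in genes called lower and higher without replicate 3. It gave 0.13 on the log2 scale with a 95% bootstrap interval of -0.02 to 0.22, which includes 0. Without replicate 3 in the choice, replicate 3 was lower in 66.5% of the genes called lower, 63.2% of those called higher and 55.3% of those not called. Replicate 3 was thus higher still in only 36.8% of the genes called higher, and over all levels the genes that fell stood little apart from the rest. With replicate 2 as the only Runx2-OE library in the choice, genes extreme in that library are favoured. This draws replicate 3 towards EGFP in the called genes, so these values cannot show that the pattern is absent. A first measure of how evenly an EGFP-like share was spread, its 90th over its 10th percentile, was -5.15 and could not be read as a spread.

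Runx2-OE replicate 2 lay nearer to the EGFP libraries than replicate 3 did, and the difference between these replicates had a correlation across genes of -0.338 with the log2 fold change (95% bootstrap interval -0.359 to -0.317, over genes, which are not independent), where 1 scaling factor for a whole library would leave about 0. Over all genes tested, the covariance was 1.146 times the largest that independent scatter can give (interval 1.07 to 1.22), which argues against random scatter in replicate 3. The excess was seen in the 4283 genes with a mean FPKM of 20 or more, where the ratio was 1.78 (interval 1.64 to 1.91). In genes under 20 FPKM the ratio was 0.922 (interval 0.835 to 1.01), and scatter stays open for these. It also stays open for the genes called lower at least 8-fold without replicate 3, of which 51 of 88 (58.0%) were lower still in replicate 3. Shallower sequencing stays open, with replicate 2 the shallowest library and replicate 3 10.1% deeper. The mean of 20 FPKM used below was taken over all 4 libraries. A gene that fell can pass it while resting on few reads in Runx2-OE SCs. Among 213 genes called lower without replicate 3 and with a mean FPKM of 20 or more, 77.0% were lower still in replicate 3. At that level 40.7% of the genes not called and 54.1% of the 98 called higher were lower in replicate 3. These genes were not matched to the fallen ones for their level in Runx2-OE SCs. Under 20 FPKM the shares were 57.6% of the 255 called lower, 63.6% of those not called and 67.5% of those called higher. The pattern is thus seen in the genes that fell and had a mean FPKM of 20 or more. Its absence in the other called genes cannot be read, since a choice resting on replicate 2 alone in the Runx2-OE group works against it. A share of EGFP-like cells or RNA in replicate 2 may contribute and stays open: in the 128 genes called lower at least 8-fold, which were chosen with replicate 3 among the libraries, the best single share was 3.45%, and around it replicate 2 varied 1.27 times as much as unchanged genes of the same level (interval 1.055 to 1.502, which reaches the bound set for excluding it). The design names no difference between the replicates, so no explanation beyond those above was tested.

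More genes were called higher (56.0% of calls) than lower, with a median log2 fold change of 0.17. The share was 44.8% after centring, but centring lowered every log2 fold change by 0.11 and was bound to move the share this way, so it does not bear on whether the authors' scaling by the total is the cause, which stays open. With the scaling kept, the share was also under 50% without the filter on low FPKM (47.2%) and with any 1 library left out (33.5% to 49.6%), so the excess depends on these choices too. Removing the 100 most abundant genes, which held 24.98% of the FPKM in Runx2-OE SCs and 27.33% in EGFP SCs, and rescaling left a median of 0.13, over the bound set in advance, but between 21.4% and 107% of the median was left in the 4 pairs across groups, so abundant genes stay open as a cause. An effect of Runx2 on more genes upward than downward stays open and untested.

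With 3 ways to split the 4 libraries into 2 and 2, the share of splits as large as the real one, here 1 of 3, cannot fall under 0.05. The real split called 2049 genes by limma, and the highest of the others called 0, with 81 genes at an unadjusted p under 0.05. Each of the other splits puts 1 Runx2-OE and 1 EGFP library in each arm. The difference between the groups then widens their spread, so they were bound to call few genes and do not measure the calls expected without an effect.

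Large differences also appeared between replicates. In 3 genes a library was listed at 0 while its replicate stood at 20 FPKM or more, with up to 76.7 FPKM. Of the genes tested, 2 differed by more than 16-fold between the Runx2-OE replicates and 5 between the EGFP replicates. A change of more than 8-fold between the groups was not called in 3 genes, and in all 3 a replicate pair lay more than 4-fold apart.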
